A study of Arabidopsis thaliana with 54 samples.

How the data were processed

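The data are RNA sequencing libraries from leaves of Arabidopsis thaliana, a small annual plant, that had been inoculated with the fungal pathogen Sclerotinia sclerotiorum or mock-treated. The 54 libraries form 18 groups of 3, each the combination of 1 of 3 genotypes, natural accessions named Col-0, Rld2 and Shahdara (Sha), 1 of 3 growth regimes (temperate, mediterranean or continental acclimation) and the inoculation state. Each library was assigned to its group from its title. Per the labels' protocols, RNA of inoculated plants came from a ring of tissue at the edge of the lesion, and inoculation took place on detached leaves under constant light and temperature after the acclimation had ended. The sources used here differ on the time of collection. The extraction protocol gives 30 hours after inoculation for temperate and mediterranean plants and 48 hours for continental plants, while the description of the series gives 24 hours. The labels also call all plants 5 weeks old although the protocol has continental plants growing for 70 days, so that temperature, day length, plant age and, by the extraction protocol, collection time change together in every contrast of continental with temperate plants.

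Each library had 1 table of 32678 gene identifiers. Per the file headers, the authors deposited read counts per gene, split into total and unique gene reads, exon reads, intron reads and reads over exon junctions, and an RPKM value computed from the exon reads. The total exon read count was taken as the measurement, a choice made after the tables were opened and before any comparison was computed. The RPKM values deposited by the authors are the total exon reads divided by exon length and by 1 constant per library, and this constant gave the number of mapped reads, including reads outside annotated genes. The aligner, its settings, the gene set and the genome build are not given in the sources used here, and whether counting used strand is not given either. Of the identifiers, 97.7% matched a locus tag of the TAIR10.1 annotation, which supplied gene symbols and biotypes only. Gene coordinates are those of the deposited tables, written 1-based, and among matched genes 43.5% had the same end in both annotations. The tables hold nuclear, chloroplast and mitochondrial genes of the plant and no fungal gene, so the planned share of fungal reads could not be computed from them. Multi-mapping reads made up at most 0.101% of gene reads, so genes with near-identical copies may lack reads that fit more than 1 copy.

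Depth differed between inoculated and mock libraries. Exon reads ranged from 2816683 to 11664585 in the 27 inoculated libraries (median 7192445) and from 12960515 to 30797870 in the 27 mock libraries (median 20696781). A count of 0 in the smallest library therefore allows up to 3 reads, and floors given below cover counting error only, since reads without molecular identifiers are not independent molecules. The table headers name sequencing lanes 3 to 8. In 41 libraries this lane differs from the lane in the name of the table, whereas the library numbers are the same in both; the lanes of the headers were used. Of the 18 groups, 8 were sequenced on 1 lane, 9 on 2 lanes and 1 on 3 lanes. Replicates of each group were compared by chi-square over genes with a summed count of at least 10. The lowest value was 9.71 per degree of freedom, so no library repeated another of its group within sampling noise.

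Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 18 groups with a minimum count of 10 and a minimum total of 15, which left 19097 genes, and library sizes were scaled by TMM (trimmed mean of M values). A single quasi-likelihood negative binomial model with 18 group means and no other term was fitted to all 54 libraries, leaving 36 residual degrees of freedom. Comparisons were contrasts of the group means tested with edgeR's quasi-likelihood F test, and genes with a Benjamini-Hochberg adjusted p under 0.05 are called. The standard error (SE) of a log2 fold change is its size divided by the square root of F. Expression levels are given as CPM, read counts scaled to a common depth with the TMM-scaled library sizes. Contrasts covered inoculation within each of the 9 combinations of genotype and acclimation and their mean, acclimation within mock libraries, acclimation by inoculation, genotype within mock libraries, genotype by inoculation, and the genotype by acclimation by inoculation term with 4 degrees of freedom.

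A response score summarised each inoculated library. It is the projection of the library's log2 CPM (prior count 2), minus the mean of the mock libraries of its combination, on the mean inoculation change of the 9 combinations, scaled to a mean of 1 over inoculated libraries. Scores were compared by two-sided exact permutation tests that exchanged labels within strata (8000 arrangements, smallest p 0.00025), adjusted over the 4 tests of the family. The error of the mock means is not part of these permutations. Gene lists for jasmonate and ethylene defence, camalexin and indole glucosinolate synthesis, salicylic acid, cold regulation, photosynthesis and senescence were tested with camera and fry in limma 3.58.1. The lists, the comparisons, the tests and the rule for naming genes were set before the data were examined. The rule named 1 fixed gene per list, the 2 highest and 2 lowest genes of the mean inoculation contrast and of the mean continental contrasts, and the single highest and lowest gene of the mediterranean and genotype contrasts. Such genes had a mean of at least 1 CPM, passed the threshold and changed in the same direction in every component contrast. The gene with the smallest p of the genotype by acclimation by inoculation test completed the set.

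The procedure was tested on simulated counts drawn for the 19097 genes with the observed depths and dispersions and each gene's mean over all 54 libraries. For the tests of counts 200 genes were changed 4-fold, and all other genes had the same mean in every group. Recovery and scaling under group differences as wide as those observed were therefore not tested. For the inoculation contrast of Col-0 temperate plants edgeR recovered 47.0% of the changed genes, with 5.05% of its calls on unchanged genes, and DESeq2 1.42.0 recovered 54.0%, with 10.0% of its calls on unchanged genes. The recovered share was 53.5% for the continental contrast of Rld2 mock plants, 25.0% for the corresponding interaction, 70.0% for the interaction averaged over genotypes, 86.5% for Sha against Col-0 in mock plants and 6.0% for the genotype by acclimation by inoculation term. A simulated score difference of -0.214 between continental and temperate plants was recovered as -0.201.

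Alternatives set in advance were scaling by DESeq2-style size factors (RLE), DESeq2's Wald test, no filter on low counts, only the libraries of a contrast in the fit, a term for the replicate number, a term for library numbers of 73 and above, another prior count or axis for the score, and leaving out each library in turn. After the data were seen, total gene reads in place of exon reads, a term for the sequencing lane (also for the score), thinning of all libraries to the smallest total, and the percentage of reads outside genes as a covariate were added.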

Results

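Leaf RNA was sequenced from 18 groups of 3 libraries, which cross 3 genotypes with 3 acclimations and with inoculation by the fungus Sclerotinia sclerotiorum or a mock treatment. Temperate plants had been grown for 35 days at 20 °C by day and 9 °C by night, and mediterranean plants for 35 days at 23 °C by day and 7 °C by night. Continental plants had been grown for 70 days at 10 °C by day and 1 °C by night. Exon reads per library ranged from 2816683 to 11664585 in the 27 inoculated libraries and from 12960515 to 30797870 in the 27 mock libraries. Group means ranged from 5408341 ± 1648075 (SD, n = 3) in inoculated Col-0 mediterranean plants to 27139543 ± 3178483 (SD, n = 3) in mock Sha temperate plants. The first principal component of log2 expression held 62% of the variance. On it the inoculated libraries lay between -227.8 and -87.7 and the mock libraries between 84.5 and 228.1. The second component held 5.65%. The median SD between replicates was 0.47 on the log2 scale in mock groups and 0.67 in inoculated groups. In 8 of the 54 libraries the nearest group mean was that of another group, in each case one with the same genotype or the same acclimation and the same inoculation state.

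The inoculation contrasts address how leaf tissue at the lesion edge differs from mock-treated tissue in each combination of genotype and acclimation. Of 19097 genes tested, edgeR called 12557 in Col-0 temperate plants (4931 higher and 7626 lower), 10880 in Col-0 mediterranean plants (4544 higher and 6336 lower) and 11624 in Col-0 continental plants (4619 higher and 7005 lower). In Rld2 the counts were 12508 (5278 higher), 9278 (4270 higher) and 12931 (5362 higher) for temperate, mediterranean and continental plants. In Sha they were 12953 (5471 higher), 12363 (5131 higher) and 11026 (4827 higher) in that order. The contrast averaged over the 9 combinations called 16276 genes, 6333 higher and 9943 lower, and the median log2 change of all genes in it was -0.57. The largest move was that of Rld2 mediterranean plants with a term for the sequencing lane, from 9278 to 3163, while thinning moved 6 of the other 8 counts and the mean most, the mean to 14316. Scaling by DESeq2-style size factors (RLE) moved the median of all genes by over 0.1 in 14 of 30 contrasts, by -0.19 to 0.23, so smaller log2 changes depend on the scaling. Over these contrasts, 2626 genes were higher in all 9 combinations, 2575 were lower in all 9, 1069 were higher in some and lower in others, and 1064 were called in none. Across genes, which are not independent replicates, the log2 changes of pairs of combinations correlated with r from 0.738 to 0.902 (median 0.828, 36 pairs).

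The largest increase on average was that of the beta-glucosidase gene BGLU27 (AT3G60120, chromosome 3, 22205947 to 22208952), with a log2 change of 12.37 (SE 0.32, adjusted p 1.01e-31). Pooled over the 9 groups of each kind, its level was 0.297 CPM in mock and 1160 CPM in inoculated libraries. CYP82C3 (AT4G31950, chromosome 4, 15455163 to 15457121) rose by 12.14 (SE 0.35), from 0.261 to 752.8 CPM. The strongest decreases by the same rule were GIS (AT3G58070, chromosome 3, 21506613 to 21507654), with 5.22 CPM in mock libraries and 1 read in all inoculated libraries together, and AT2G18560 (chromosome 2, 8059288 to 8061056), which went from 18.7 to 0.293 CPM and had 0 reads in 4 of the 9 inoculated groups. Among the 6 genes fixed in advance, the camalexin gene PAD3 (AT3G26830) rose by 8.61 (SE 0.42), the defensin gene PDF1.2A (AT5G44420) by 4.93 (SE 0.44) and PR1 (AT2G14610) by 4.20 (SE 0.58). The cold-regulated gene COR15A (AT2G42540) fell by 3.89 (SE 0.37) and the light-harvesting gene LHCB3 (AT5G54270) fell by 5.16 (SE 0.36). The senescence gene SAG12 (AT5G45890) had 0 reads in 5 of the 9 mock groups, and its pooled level was 5.27 CPM in mock and 215.8 CPM in inoculated libraries. A single library, Col-0 continental inoculated replicate 2 at 4222 CPM, held much of the latter. The directions of the named genes did not change under RLE scaling.

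The response score asks how far each inoculated library lay from the mock mean of its combination along the mean inoculation change. A lower score can therefore come from the inoculated libraries, the mock libraries or both. The score ranged from 0.613 to 1.26 in inoculated libraries and from -0.0937 to 0.0916 in mock libraries. Averaged over genotypes, it was 0.970 in continental and 1.12 in temperate plants, a difference of -0.154 that was negative in 2 of 3 genotypes (exact permutation p 0.0198, adjusted over 4 tests 0.0395). In mediterranean plants the mean was 0.905, a difference of -0.219 from temperate plants that was negative in 3 of 3 genotypes (exact permutation p 0.002, adjusted 0.008). Rld2 differed from Col-0 by -0.0235 (exact permutation p 0.727, adjusted 0.727) and Sha from Col-0 by 0.0460 (exact permutation p 0.357, adjusted 0.475). With a term for the lane among the inoculated libraries, the continental difference was -0.182 and no longer passed (permutation, adjusted p 0.136), while the mediterranean difference was -0.230 (adjusted p 0.008). Leaving out any 1 of 14 libraries, which the closing section names, also took the adjusted p of the continental difference above 0.05 (0.0505 to 0.082). Of 6 differences between genotypes in these acclimation effects, the lowest exact permutation p was 0.025, with an adjusted p of 0.09 (400 arrangements). On the first principal component, Col-0 mock libraries lay at 84.5 to 120.9 in continental and 187.1 to 220.2 in temperate plants. The inoculated ones overlapped (-218.4 to -179.3 and -227.8 to -145.6), so the lower continental score of Col-0 went with a shift of its mock libraries. Col-0 mediterranean plants differed, with mock libraries at 157.0 to 205.8 and inoculated ones at -160 to -87.7.

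**Figure D1:**
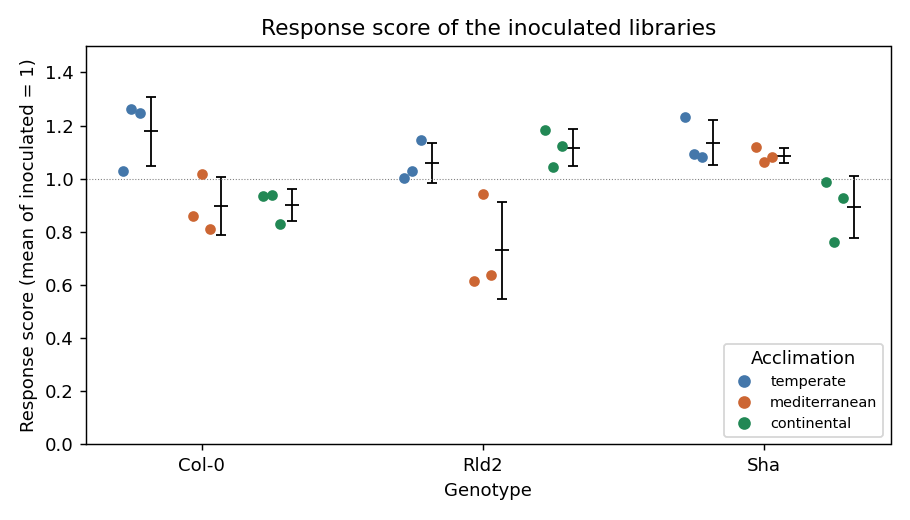
Response score of each inoculated library (vertical axis, 1 is the mean of inoculated libraries) by genotype and acclimation, with points for libraries and bars for the mean and SD of 3. Each score is relative to the mock mean of its combination. Col-0 stood at 1.18 in temperate plants and at 0.897 and 0.901 in mediterranean and continental plants. Rld2 continental plants stood at 1.12 against 1.06 in temperate ones.

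The acclimation contrasts in mock libraries ask how leaf expression differed between growth regimes without inoculation. In the continental contrasts plant age and, by the extraction protocol, collection time differ as well. Because both groups of a genotype shared a lane in only 1 of the 6 comparisons, each count is given with its value under a lane term. Continental against temperate acclimation called 8343 genes in Col-0 (4270 higher, 678 with the lane term), 3165 in Rld2 (1492 higher, 202 with the lane term) and 3791 in Sha (2077 higher, 490 with the lane term). Averaged over genotypes it called 9701 genes, 4855 higher and 4846 lower, and 1212 with the lane term. Mediterranean against temperate acclimation called 3558 genes in Col-0 (2022 higher, 10 with the lane term), 6961 in Rld2 (3567 higher, 5647 with the lane term) and 3314 in Sha (1396 higher, 2265 with the lane term). The mean called 8750 genes, 4316 higher and 4434 lower, and 3955 with the lane term. The lane term moved these counts most, except for mediterranean Rld2 plants (5067 without Rld2 mediterranean mock replicate 3) and mediterranean Sha plants (1892 without Sha mediterranean mock replicate 1). The balance of directions depended on scaling in all 8 contrasts, whose higher share moved by -10.2 to -7.67 points under RLE. The means then had 3965 higher and 5705 lower genes for continental and 3522 higher and 5304 lower genes for mediterranean acclimation. The higher share of calls went from 54.8% to 44.6% for continental Sha plants and from 56.8% to 46.6% for mediterranean Col-0 plants under RLE, and under DESeq2 from 51.2% to 41% for mediterranean Rld2 plants. In inoculated libraries, which had fewer reads and a higher SD between replicates, the same averages without the lane term called 4304 genes for continental (2375 higher) and 4015 for mediterranean acclimation (2428 higher).

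**Figure D2:**
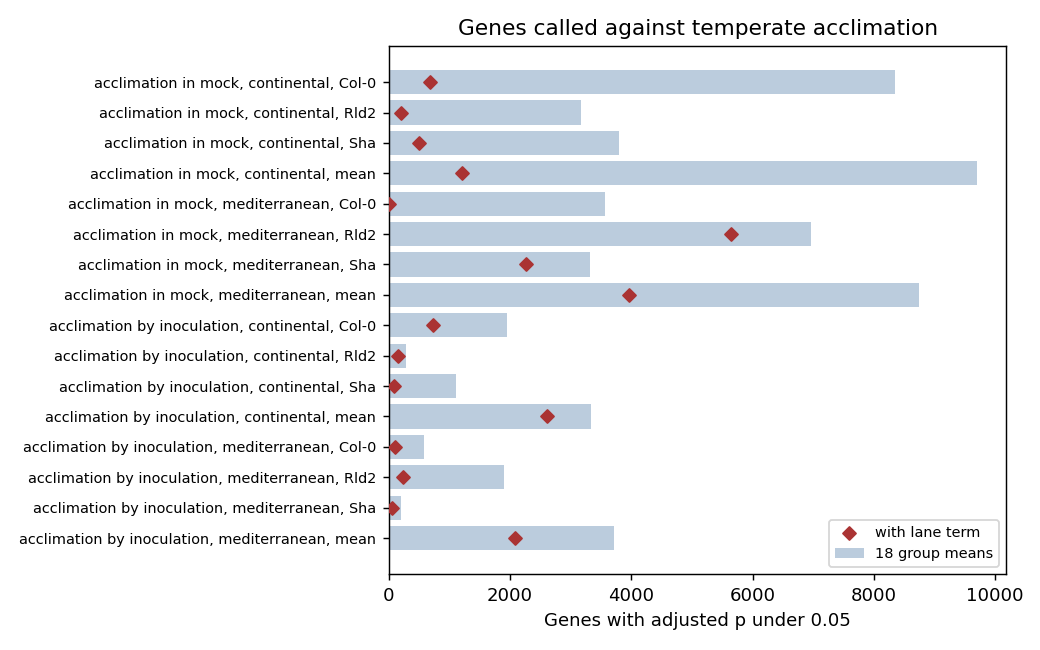
Number of genes with an adjusted p under 0.05 (horizontal axis) for each contrast with temperate acclimation, in mock libraries and for acclimation by inoculation; bars show the model of 18 group means and diamonds the model with a lane term. With the lane term the mean continental count in mock libraries went from 9701 to 1212 and the mean mediterranean count from 8750 to 3955.

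Genes of the circadian clock led the increases in mock libraries. PRR9 (AT2G46790, chromosome 2, 19232649 to 19235087) had 7 reads in all temperate mock libraries, or 0.0300 CPM, against 25 CPM in continental and 5.43 CPM in mediterranean mock libraries. CCA1 (AT2G46830, chromosome 2, 19245672 to 19248914) was higher by 7.80 (SE 0.52, adjusted p 8.29e-15) in continental plants, with 99.8 CPM against 0.437 CPM. Its range over 9 libraries was 59.5 to 149.1 CPM in continental, 4.20 to 22.3 CPM in mediterranean and 0.109 to 0.694 CPM in temperate mock plants. The strongest decreases in continental plants were GER3 (AT5G20630, chromosome 5, 6975104 to 6975993) and BT2 (AT3G48360, chromosome 3, 17908192 to 17910525). GER3 was lower by a log2 change of -11.54 (SE 1.25) in continental and -11.10 (SE 1.26) in mediterranean plants, but single temperate mock libraries ranged from 0.223 to 1672 CPM, and with the lane term the continental change was -7.58 and no longer called. BT2 went from 134.2 to 0.446 CPM (log2 change -8.75, SE 0.64). Of the fixed genes, COR15A was higher in mediterranean mock plants by 3.38 (SE 0.60, adjusted p 1.31e-05). It was not called in continental mock plants, which had the lowest temperatures (-0.43, SE 0.55, adjusted p 0.545). In continental mock plants PR1 was higher by 2.27 (SE 0.90, adjusted p 0.0334) and PDF1.2A lower by a log2 change of -1.83 (SE 0.67, adjusted p 0.0208), and both lost their call with the lane term (0.88 and -1.61). Without Sha continental mock replicate 3 the PR1 change was 0.55 and not called, and 7 other libraries named in the closing section removed its call as well. SAG12 had 83.6 CPM in that same library and at most 0.252 CPM in every other mock library.

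A clock index was computed per library after these genes had been seen, as the median log2 CPM of 7 other morning genes minus that of 8 evening genes. In temperate mock plants it was -3.71 ± 0.54 (SD, n = 3) in Col-0, -2.27 ± 0.33 in Rld2 and -2.67 ± 0.36 in Sha. In continental mock plants it was 4.53 ± 0.13, 3.84 ± 1.15 and 0.49 ± 0.08 in the same order, and in mediterranean mock plants -0.38 ± 0.96, -0.35 ± 1.2 and -1.22 ± 0.12. The differences between acclimations exceeded the mean SD of 0.54 within mock groups. In inoculated continental plants the index was 1.59 ± 0.29, 0.98 ± 0.85 and -0.60 ± 0.42, against -2.80 ± 0.49, -3.35 ± 0.68 and -1.85 ± 0.21 in inoculated temperate plants. Inoculated mediterranean plants had -0.41 ± 0.37, -1.19 ± 0.31 and -1.74 ± 1.13. These lay above the temperate libraries in Col-0 and Rld2 but overlapped them in Sha, unlike in mock plants. With the lane term the mean differences in mock plants from temperate plants were 5.99 for continental and 1.62 for mediterranean acclimation, computed over contrasts, against 5.68 and 1.98 without it.

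**Figure D3:**
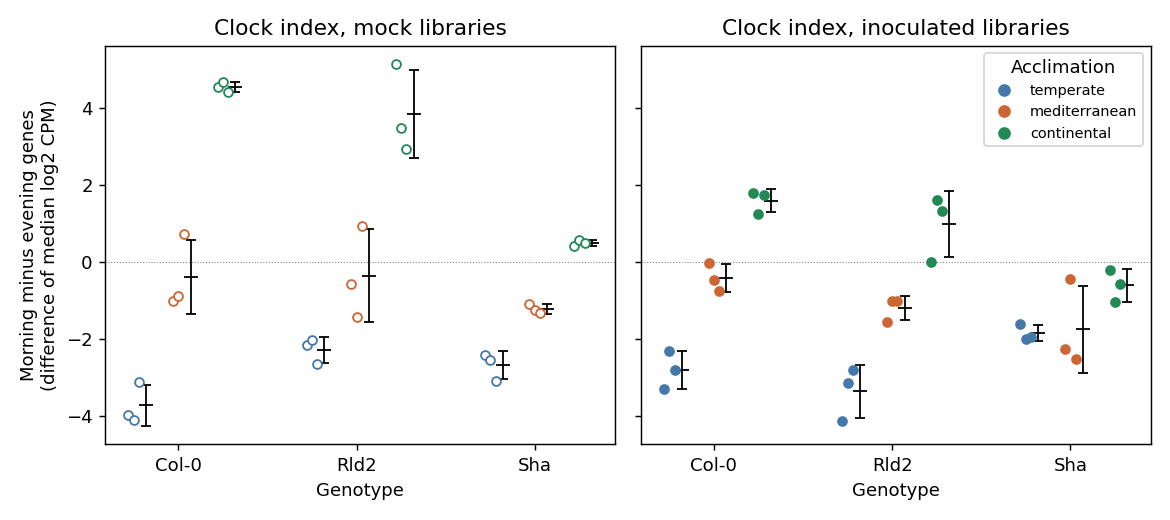
Clock index of each mock (left) and inoculated (right) library, the difference between the median log2 CPM of morning and evening genes, by genotype and acclimation, with bars for the mean and SD of 3. In mock libraries of every genotype the continental libraries lay above the mediterranean ones and these above the temperate ones.

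The interaction of acclimation with inoculation asks whether the response to the fungus differed between growth regimes. For continental against temperate plants it called 1942 genes in Col-0 (780 higher), 279 in Rld2 (186 higher) and 1103 in Sha (510 higher), and 3339 on average over genotypes (1605 higher and 1734 lower). For mediterranean against temperate plants it called 584 genes in Col-0 (340 higher), 1898 in Rld2 (935 higher) and 208 in Sha (100 higher), and 3709 on average (1970 higher and 1739 lower). With the lane term the counts were 735, 148 and 91 for continental and 95, 233 and 47 for mediterranean plants of Col-0, Rld2 and Sha, 2601 for the continental mean and 2073 for the mediterranean mean. Single libraries decided some counts. Leaving out each in turn gave 319 (without Sha continental mock replicate 3) to 1756 genes (without Sha temperate mock replicate 2) for continental Sha plants and 941 (without Rld2 mediterranean mock replicate 3) to 2886 (without Rld2 mediterranean inoculated replicate 2) for mediterranean Rld2 plants. For mediterranean Sha plants it gave 27 (without Sha temperate mock replicate 1) to 489 (without Sha temperate mock replicate 2), and the closing section names the others. The balance of directions depended on the scaling. Under RLE the higher share went from 40.2% to 57.1% for continental Col-0 plants, from 66.7% to 78.9% for continental Rld2 plants, from 48.1% to 61.8% for the continental mean, from 49.3% to 61.7% for mediterranean Rld2 plants and from 48.1% to 65.0% for mediterranean Sha plants.

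PDF1.2A (chromosome 5, 17907069 to 17907598) had a positive continental interaction of 5.30 (SE 0.96, adjusted p 0.000158) and a negative mediterranean one of -2.76 (SE 0.93, adjusted p 0.0314). Inoculated temperate plants had 467.8 ± 186.2 CPM (SD, n = 3) in Col-0, 488.1 ± 332.8 in Rld2 and 476.0 ± 336.7 in Sha. Inoculated continental plants had 6956 ± 6114 CPM, 6564 ± 2882 and 3269 ± 2812, where Col-0 replicate 2 stood at 395.5 CPM. Inoculated mediterranean plants had 91.0 ± 52.6, 46.6 ± 61.8 and 6.14 ± 3.70 CPM. The mediterranean call was lost with the lane term (-3.10, adjusted p 0.183) and with the percentage of reads outside genes as a covariate (-1.66). BT2, at 0.0283 to 1.06 CPM in continental mock groups and 52.9 to 537.5 CPM in continental inoculated groups, had the highest continental interaction of the naming rule (7.77, SE 0.74, adjusted p 4.3e-09), and PRR9, whose Col-0 temperate mock group had 0 reads, the lowest. PRR9 had 15.7 to 35.3 CPM in continental mock groups and 2.75 to 8.28 CPM in continental inoculated groups, against 0.299 to 2.42 CPM in temperate inoculated groups. The remaining genes of the rule rested on groups at or near 0. AT5G35740 had 16.4 CPM in mock Sha temperate plants and at most 0.316 CPM in every inoculated group, and AT3G57380 at most 0.0164 CPM in temperate mock groups and 2.91 to 30.3 CPM in inoculated groups. RR14 (AT2G01760) had 0 reads in all 9 inoculated temperate libraries and 7.10 to 9.00 CPM in temperate mock groups, against 0.153 to 0.593 CPM in inoculated mediterranean groups. AT2G47200 stayed at or below 3.54 CPM in every group. The calls of AT5G35740, AT3G57380 and AT2G47200 were lost when all libraries were thinned to the smallest total. COR15A passed narrowly in the mediterranean interaction (-2.25, SE 0.82, adjusted p 0.0475) and kept its call in only 10 of the 36 fits that left out 1 library.

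**Figure D4:**
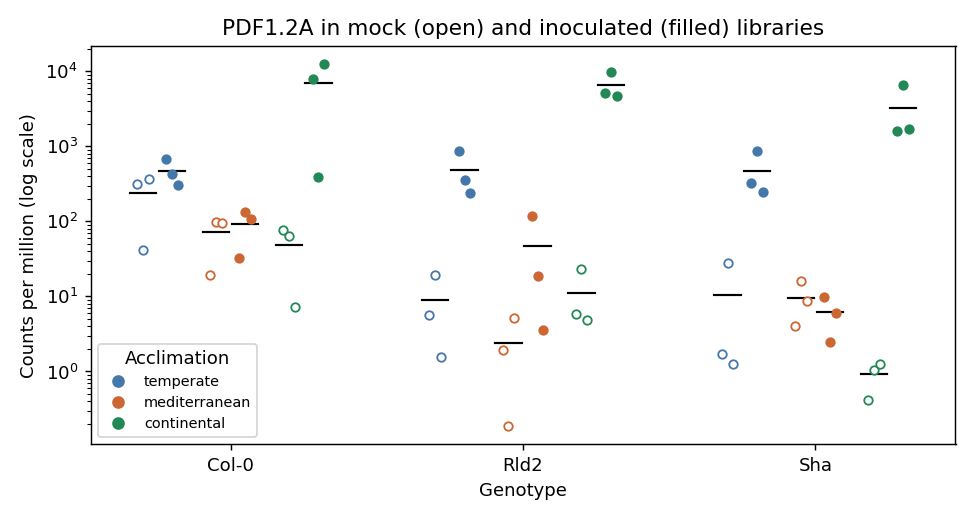
PDF1.2A expression in CPM (vertical axis, log scale) in each mock (open) and inoculated (filled) library by genotype and acclimation, with lines at the mean of 3 libraries. Inoculated continental plants averaged 3269 to 6956 CPM, inoculated temperate plants 467.8 to 488.1 CPM and inoculated mediterranean plants 6.14 to 91.0 CPM.

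The 6 gene lists were tested in 5 mean contrasts. Genes of a list given as higher or lower are those called by edgeR in that direction. The rest of the list need not have gone the other way. Of 30 tests, camera with its preset correlation called 15 and fry 16, with 13 called by both, and camera with an estimated correlation called 0 of the 30. The calls of camera alone were the cold-regulated and photosynthesis lists in the mediterranean interaction. Those of fry alone were salicylic acid under inoculation, camalexin in continental mock plants and jasmonate and ethylene defence in mediterranean mock plants. Under inoculation the median log2 change was 5.00 for jasmonate and ethylene defence (adjusted p 0.00113, 8 of 9 genes higher, 8 called adjusted over the list alone), 7.19 for camalexin and indole glucosinolates (adjusted p 7.42e-06, 10 of 10 higher, 10 adjusted over the list alone) and 1.95 for senescence (adjusted p 0.0151, 7 of 10 higher, 7 adjusted over the list alone). It was -3.62 for cold-regulated genes (adjusted p 0.00644, 13 of 16 lower, 14 adjusted over the list alone) and -3.77 for photosynthesis (adjusted p 0.000274, 16 of 16 lower, 16 adjusted over the list alone). The salicylic acid list had a median of 0.97 (adjusted p 0.145), with 7 genes higher and 3 lower.

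In continental mock plants the salicylic acid list had a median of 2.19 (adjusted p 0.0012, 9 of 12 genes higher, 10 called adjusted over the list alone) and the senescence list one of 2.14 (adjusted p 0.000716, 7 of 10 higher). In mediterranean mock plants the cold-regulated list had a median of 2.66 (adjusted p 7.42e-06, 13 of 16 higher, 13 adjusted over the list alone) and the senescence list one of 1.34 (adjusted p 0.00205, 7 of 10 higher), where SAG12 had 0 reads. The cold-regulated list was not called in continental mock plants (median 0.215, camera adjusted p 0.652, 5 of 16 higher and 3 lower). The continental interaction was negative for salicylic acid (-2.04, adjusted p 0.000185, 6 of 12 called lower and 0 higher, 7 adjusted over the list alone) and senescence (-1.18, adjusted p 0.0106, 5 of 10 called lower and 0 higher). The mediterranean interaction was negative for jasmonate and ethylene defence (-1.71, adjusted p 0.000185, 5 of 9 lower, 6 adjusted over the list alone), senescence (-1.22, adjusted p 0.00282) and cold-regulated genes (-0.42, adjusted p 0.0279), and positive for photosynthesis (1.1, adjusted p 0.0227). In the other 15 tests, none of them called by camera, the median, mean and test differed in sign for jasmonate and ethylene defence in continental mock plants (median -1.0, mean 0.03, test up), camalexin in mediterranean mock plants (-0.24, -0.20, up), cold-regulated genes (0.07, -0.31, down) and photosynthesis (0.27, 0.12, down) in the continental interaction, and camalexin (0.07, 0.03, down) and salicylic acid (0.22, -0.07, down) in the mediterranean interaction.

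The genotype contrasts ask how the genotypes differ in mock plants and in their response. Averaged over acclimations, mock Rld2 plants differed from mock Col-0 plants in 3122 genes (1635 higher and 1487 lower) and mock Sha plants in 5463 genes (2898 higher and 2565 lower). A lane term moved these most, to 1023 and 2518. AT1G59780 (chromosome 1, 21993581 to 21997691) had 0 reads in all 9 mock Col-0 libraries and 18.6 CPM in mock Rld2 libraries, at least 1243-fold higher against a floor of 3 counts over the pooled Col-0 libraries. AT4G07825 (chromosome 4, 4643840 to 4645338) had 69.2 CPM in Col-0 and 5 reads, or 0.0240 CPM, in Rld2. AT3G24542 (chromosome 3, 8956257 to 8957667) had 0 reads in mock Col-0 libraries and 29.5 CPM in Sha, at least 1980-fold higher against the same kind of floor, although its fitted change was not called with the lane term. AT5G42530 (chromosome 5, 17004738 to 17005393) had 2814 CPM in Col-0 and 0.221 CPM in Sha (log2 change -13.87, SE 0.87).

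The genotype by inoculation interaction called 1325 genes for Rld2 against Col-0 (799 higher and 526 lower) and 2380 for Sha against Col-0 (1373 higher and 1007 lower). RLE moved the higher share from 60.3% to 47.4% and from 57.7% to 45.4%, and the lane term moved the counts to 466 and 1309. TBL42 (AT1G78710, chromosome 1, 29601253 to 29604557) was at most 0.168 CPM in every mock group and in inoculated Col-0 plants, and 7.85 to 20.4 CPM in inoculated Rld2 and 2.61 to 11.1 CPM in inoculated Sha groups. DRP4C (AT1G60500, chromosome 1, 22291582 to 22293964) had 12.4 to 15.8 CPM in inoculated Col-0 groups and at most 0.0473 CPM in mock ones. In inoculated Rld2 groups it was at most 0.0751 CPM and in inoculated Sha groups at most 0.497 CPM, and in mock Sha groups 3.37 to 4.25 CPM.

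The term for genotype by acclimation by inoculation, which asks whether the acclimation effect on the response differs between genotypes, called 1546 genes. The unadjusted p was under 0.05 for 4892 genes. DESeq2 called 3387 and edgeR with the lane term 614. The smallest p belonged to the mitochondrial carrier gene UCP5 (AT2G22500, chromosome 2, 9563224 to 9564751; adjusted p 6.21e-06). Its mock level was 13.7 ± 2.66 CPM (SD, n = 3) in Col-0 mediterranean and 115.5 ± 42 in Col-0 continental plants, while in Rld2 it was 105.9 ± 33.6 in mediterranean and 30.3 ± 9.56 in continental plants. The log2 change on inoculation was 6.04 (SE 0.39) in Col-0 mediterranean and 2.97 (SE 0.34) in Col-0 continental plants, against 3.52 (SE 0.35) and 6.07 (SE 0.39) in Rld2.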

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

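The thinning tests of the 3 interaction results, the clock test of exchanged labels and the test of fungal reads were chosen only after the result was seen, as were all alternatives with a lane term or thinning. The results below drew attention because effects differed between groups, or because reads outside the genes were more frequent in inoculated than in mock libraries. Other splits of the libraries were counted with a model fitted only on the libraries of a contrast, so the real split is given with its own number of genes in that model.

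The difference between inoculated and mock plants depended on acclimation in 3339 genes for continental and 3709 genes for mediterranean against temperate plants, averaged over genotypes. Such a gene can differ between acclimations in mock plants, in inoculated plants or in both. Of the continental genes 67.1% were also called for acclimation in mock plants only and 16.9% in inoculated plants only. For the mediterranean genes these shares were 65.4% and 18.3%. They do not settle where the difference arose, because the contrasts share libraries with the interaction and inoculated libraries had fewer reads. In the model of their own libraries, 1 of 60 splits each, the real one, gave as many genes (3364 and 3667, at most 1171 and 1348 in other splits). The splits exchanged acclimation labels, which breaks up every effect of acclimation and not only its interaction with inoculation. They therefore cannot exclude chance for the interaction itself. Nor is chance excluded within single genotypes, where other splits in the same kind of model called more genes than the real one. Unadjusted shares were under 0.05 for continental Rld2 (4 of 100 splits, 601 genes) and Sha (2 of 100, 303 genes) and mediterranean Col-0 plants (4 of 100, 224 genes). The largest other splits there called 1815, 1052 and 3605 genes. Shares were not under 0.05 for continental Col-0 (8 of 100, 1163 genes) and mediterranean Rld2 (5 of 100, 852 genes) and Sha plants (8 of 100, 163 genes). These gene numbers differ from those of the model of all libraries (279, 1103 and 584 for the former 3), which the splits did not test, and no share in this part was adjusted for the number of tests. A difference in library size as the whole cause is argued against, because at least 62.8% of the genes called for these averages were also called after thinning all libraries to the smallest total. With a lane term 2601 and 2073 genes were called, which argues against lane differences as the whole cause, while a part stays open. Temperature, day length (14 hours of light against 13), plant age and, by the extraction protocol, collection time change together in continental plants, and this design does not separate them. A biological effect of acclimation on the response may contribute and was not tested apart from these.

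Genotypes differed in their response in 1325 genes for Rld2 and 2380 genes for Sha against Col-0. In the model of their own libraries 1 of 60 splits each, the real one, gave as many genes (1138 and 2210). The splits exchanged genotype labels and so broke up every effect of genotype, which leaves chance open for the interaction itself. The largest other split came close for Rld2 (1022 genes) and not for Sha (38 genes). Library size as the whole cause is argued against by the 50.6% or more of these genes that were also called after thinning. With a lane term 466 and 1309 genes were called, so lane differences may contribute to the counts. Sequence differences from the reference were not tested for these genes as a set. A genotype difference in the response remains possible and untested beyond these counts.

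The effect of acclimation on the response differed between genotypes in 1546 genes, and the effect of acclimation in mock plants differed between genotypes in 5404 genes (4 degrees of freedom each). For the former, 1 of 40 splits, the real one, gave as many genes (at most 1025 in the others). These splits of genotype labels also broke up the other genotype effects, so they cannot exclude chance for this term. Of its genes 54.9% were also called after thinning, which argues against library size as the whole cause. A single library weighs on the count of 1546, because 2373 genes were called without Rld2 mediterranean inoculated replicate 2. With the lane term 614 genes were called, so lane stays a possible explanation. In mock plants the continental effect differed from that of Col-0 in 1600 genes in Rld2 and 1681 in Sha, and the mediterranean effect in 630 and 635 genes. Because both groups of a genotype shared a lane in only 1 of the 6 mock comparisons, lane differences stay open for these counts.

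Rld2 had more genes called for mediterranean than for continental acclimation, and Col-0 the reverse, which raised the question of exchanged labels. For inoculated libraries the log2 changes of Rld2 correlated across genes better with the same than with the other acclimation of Col-0 and Sha (mean r 0.358 against 0.187, difference 0.171, 0.146 to 0.191 without single libraries), in 3 of 4 comparisons, which argues against an exchange. For mock libraries the same planned comparison decided nothing (0.557 against 0.550, difference 0.00693, -0.00756 to 0.0216 without single libraries, 2 of 4 comparisons). A further test was therefore added after that result was seen. The clock index of Rld2 mock plants was higher in continental than in mediterranean libraries by 4.19 with no overlap, in the same direction as in Col-0 (4.91) and Sha (1.71), and this argues against an exchange in the mock libraries.

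Reads outside annotated genes, which no comparison uses, reached 44% of mapped reads in 1 inoculated library, against at most 19.9% in mock libraries, and 9 inoculated libraries lay above that level. The percentage correlated with the percentage of chloroplast reads among inoculated libraries (Pearson r 0.866, Spearman rho 0.915, n = 27, permutation p 1e-05 each, the smallest that the permutations can give, adjusted over 4 tests 2e-05). Without the 2 libraries farthest from the median percentage r was 0.850. In mock libraries r was 0.863 and rho 0.871 (n = 27, the same permutation p, 0.859 without 2). Within inoculated libraries numbered 73 and above r was 0.825 and rho 0.903 (n = 10, permutation p 0.00113 and 8e-04, 0.775 without 2), and in the others r was 0.912 and rho 0.912 (n = 17, permutation p 2e-05 each, 0.887 without 2). Organelle or other RNA that the library preparation removes only in part is thus a candidate explanation, although chloroplast reads were at most 1.61% of exon reads in inoculated libraries. Intron reads were frequent as well where reads outside genes were. They made up 8.6% and 6.6% of gene reads in Col-0 continental inoculated replicates 3 and 1 and 7.2% in temperate inoculated replicate 3. The median of inoculated libraries was 2.57%, and other sources of these reads were not tested. Inoculated libraries numbered 73 and above had 21.1% on average and the others 11.8%, a difference of 9.31 points (n = 10 and 17, two-sided permutation p 0.041), so a difference in preparation may contribute. Fungal reads placed on the plant genome stay open: the mean was higher in inoculated libraries in 7 of 9 combinations, and the tables hold no fungal gene to decide it.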

How the results depend on the processing

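The lane term, thinning to the smallest total, total gene reads and the percentage of reads outside genes as a covariate were chosen after seeing the data, as were the clock lists. The other alternatives were planned. No count of called genes moved by more than 1.5 times under RLE, total gene reads, the covariate, the term for library numbers of 73 and above, or the replicate block. The lane term was simulated only for the inoculation contrasts and the acclimation contrasts in mock plants, and the last part gives the latter. Apart from these and from thinning, which lowers the counts, the cause of a change was not tested.

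DESeq2 called more genes in several interactions: 652 and 2079 for continental Rld2 and Sha plants, 1487, 2972 and 648 for mediterranean Col-0, Rld2 and Sha plants, 2017 for genotype by inoculation in Rld2 and 3387 for genotype by acclimation by inoculation. Without a filter on low counts, mediterranean Sha plants had 101 interaction genes. Fitting only the libraries of a contrast gave 6144 genes for inoculation in Rld2 mediterranean plants and 1259 genes lower in all 9 combinations. In mock plants it gave 4920 and 1620 for continental Rld2 and Sha and 1160 for mediterranean Col-0. For the interactions it gave 1163, 601 and 303 for continental Col-0, Rld2 and Sha and 224 and 852 for mediterranean Col-0 and Rld2. Camera with an estimated correlation called 0 of 30 list tests.

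With the lane term, inoculation in Rld2 mediterranean plants called 3163 genes, and 1549 genes were higher and 602 lower in all 9 combinations. In mock plants the counts were 678, 202 and 490 for continental Col-0, Rld2 and Sha, 1212 for their mean, 10 for mediterranean Col-0 and 3955 for the mediterranean mean. The interactions had 735, 148 and 91 genes for continental and 95, 233 and 47 for mediterranean Col-0, Rld2 and Sha, and 2073 for the mediterranean mean. Genotype contrasts had 1023 and 2518 genes in mock plants, 466 and 1309 by inoculation and 614 by acclimation and inoculation. The continental response score was -0.182 (permutation, adjusted p 0.136). Thinning, which lowers counts, gave 125 and 731 interaction genes for continental Rld2 and Sha, 1127 and 49 for mediterranean Rld2 and Sha, 1917 for mock Rld2 against Col-0, 806 for genotype by inoculation in Rld2, 1027 for genotype by acclimation by inoculation and 1547 genes lower in all 9 combinations.

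Replicate numbers do not pair the samples: deviations of inoculated and mock libraries with the same number correlated with a mean r of -0.0413 over 27 pairs (-0.495 to 0.115), against 0.0221 over 54 pairs with different numbers. With a replicate block the mean contrasts called 9595 and 8633 genes in mock plants and 3245 and 3571 interaction genes, and gene list tests 15 of 30. With swaps only within a replicate number the continental response score of -0.154 lost its call (permutation, adjusted p 0.109).

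Some named genes reversed, none of them called by edgeR in the model of group means. With the lane term PAD3 was at -0.12 in continental mock plants, LHCB3 at -0.28 in the continental interaction and PR1 at -1.15 in the mediterranean interaction. With the covariate LHCB3 was at -0.000988 in the continental interaction. In the same interaction LHCB3 was at -0.41 without Col-0 continental inoculated replicate 3 and at -0.41 without Sha continental inoculated replicate 2, and PR1 was at 0.03 without Rld2 continental mock replicate 2 and at 1.12 without Sha continental mock replicate 3. In the mediterranean interaction PR1 was at -0.52 without Sha temperate mock replicate 2 and at -0.01 without Sha mediterranean inoculated replicate 1. Over all omissions LHCB3 ranged from -0.41 to 0.69 and PR1 from -1.62 to 1.12 in the continental interaction, and PR1 from -0.52 to 1.61 in the mediterranean one. Of 53 values of named genes per setting, 6 lost their call with the lane term, 4 with thinning, 2 with only the libraries of the contrast and 1 each under RLE, no filter, the replicate block, the library number term and the covariate. DESeq2 and only the libraries of the contrast each added 2 calls, and the covariate 3. COR15A in the mediterranean interaction lost its call in 7 of these settings and in 26 of 36 omissions of a library, with values from -2.94 to -1.83 over the omissions. It kept the call only without Col-0 temperate inoculated replicate 2 or mediterranean mock replicate 1, Rld2 temperate mock replicate 1, mediterranean inoculated replicate 3 or mediterranean mock replicate 1 or 3, and Sha temperate inoculated replicate 1, temperate mock replicate 2, mediterranean inoculated replicate 3 or mediterranean mock replicate 1.

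Leaving out each library in turn kept every inoculation count within 1.5 times: 11343 to 11939, 8659 to 10498 and 9793 to 11045 for Col-0 temperate, mediterranean and continental plants, 11363 to 11937, 6763 to 8819 and 11463 to 12294 for Rld2, 11914 to 12638, 11261 to 11659 and 9332 to 10898 for Sha, and 16159 to 16282 for the mean. Genes higher in all 9 combinations were 2495 to 2840. Genes lower in all 9 were 1698 (without Rld2 mediterranean inoculated replicate 2) to 2643. Genotype contrasts gave 2626 to 3263 and 4713 to 5567 in mock plants, 1071 to 1505 and 2055 to 2713 by inoculation, and 1094 to 2373 by acclimation and inoculation, the last without Rld2 mediterranean inoculated replicate 2. Gene list tests gave 14 to 17 calls, and the clock lists 5.53 to 5.80 for continental and 1.70 to 2.38 for mediterranean plants.

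In mock plants the means ranged from 8936 to 10219 for continental and 7943 to 9107 for mediterranean acclimation, Col-0 continental from 6538 to 7834 and Rld2 mediterranean from 5067 to 6686. Rld2 continental ranged from 1630 (without its continental mock replicate 2) to 2445, with 1906 without temperate mock replicate 2. Sha continental ranged from 2123 to 4759, with 2229 and 2123 without temperate mock replicates 1 and 3 and 2148 without continental mock replicate 3. Col-0 mediterranean ranged from 1459 to 3972, with 2338 and 2217 without temperate mock replicates 1 and 2 and 1459 without mediterranean mock replicate 1. Sha mediterranean ranged from 1892 to 3865, with 2038 and 2102 without temperate mock replicates 1 and 3 and 1892 and 2044 without mediterranean mock replicates 1 and 3.

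The interaction means ranged from 2853 to 3846 and from 3235 to 4336. Col-0 continental ranged from 1204 to 2245, with 1292 and 1266 without temperate mock replicates 1 and 2 and 1204 without continental mock replicate 1. Rld2 continental ranged from 138 to 279, with 166 without temperate inoculated replicate 2, 154 and 172 without temperate mock replicates 1 and 2, 154 without continental inoculated replicate 1 and 179, 138 and 175 without continental mock replicates 1, 2 and 3. Sha continental ranged from 319 to 1756, with 700 and 724 without temperate inoculated replicates 1 and 2, 492, 1756 and 517 without temperate mock replicates 1, 2 and 3, 626 and 681 without continental inoculated replicates 2 and 3 and 319 without continental mock replicate 3. Col-0 mediterranean ranged from 232 to 831, with 249 and 255 without temperate inoculated replicates 2 and 3, 271 and 242 without temperate mock replicates 1 and 2 and 232 and 263 without mediterranean inoculated replicates 1 and 3. Rld2 mediterranean ranged from 941 to 2886, with 1036 without temperate inoculated replicate 3, 942, 2886 and 1072 without mediterranean inoculated replicates 1, 2 and 3 and 941 without mediterranean mock replicate 3. Sha mediterranean ranged from 27 to 489, with 101, 63 and 67 without temperate inoculated, 27, 489 and 71 without temperate mock, 58, 91 and 137 without mediterranean inoculated and 32, 78 and 41 without mediterranean mock replicates 1, 2 and 3.

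The response score ranged from -0.179 to -0.132 for continental and -0.254 to -0.20 for mediterranean plants, from -0.0586 to -0.00329 for Rld2 and from 0.0209 to 0.0676 for Sha. The continental call was lost, with adjusted permutation p from 0.0505 to 0.082, without Col-0 temperate inoculated replicate 2 or 3, Rld2 temperate inoculated replicate 3, Sha temperate inoculated replicate 1 or 2, any Col-0 continental inoculated replicate, Rld2 continental inoculated replicate 2, Sha continental inoculated replicate 2 or 3, Rld2 temperate mock replicate 2, Sha temperate mock replicate 3 or Sha continental mock replicate 3. PR1 in continental mock plants lost its call without Sha continental mock replicate 3 (0.55) or Rld2 continental mock replicate 2 (1.62), Col-0 temperate mock replicate 1 (2.1) or 3 (2.26), Rld2 temperate mock replicate 2 (2.21) or 3 (2.13) or Sha temperate mock replicate 1 (2.11) or 3 (2.11). PDF1.2A lost it there without Rld2 temperate mock replicate 2 (-1.40) or Sha temperate mock replicate 2 (-0.88). In the mediterranean interaction PDF1.2A lost its call without Col-0 mediterranean inoculated replicate 1 (-2.63), Rld2 temperate inoculated replicate 1 (-2.48), Rld2 mediterranean mock replicate 3 (-2.37), Sha temperate inoculated replicate 2 (-2.49), Sha mediterranean inoculated replicate 2 (-2.58) or Sha mediterranean mock replicate 2 (-2.56).

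Other calls rested on 1 library. SAG12 lost its inoculation call without Rld2 temperate inoculated replicate 3 (adjusted p 0.0937). In the interactions AT5G35740 lost its call without Col-0 continental inoculated replicate 2, AT2G47200 without Col-0 temperate inoculated replicate 1 and RR14 without Sha mediterranean inoculated replicate 1. Calls were gained by LHCB3 in the mediterranean interaction without Col-0 temperate inoculated replicate 1 (2.37), Col-0 mediterranean inoculated replicate 2 (2.04), Col-0 mediterranean mock replicate 3 (2.17), Rld2 mediterranean inoculated replicate 2 (2.1) or Sha mediterranean inoculated replicate 1 (2.05) and by COR15A in the continental interaction without Col-0 continental inoculated replicate 2 (-2.77). PAD3 gained calls in continental mock plants without Rld2 temperate mock replicate 1 (1.38), and without Sha temperate mock replicate 2 there (1.92), in mediterranean mock plants (1.52) and in the continental interaction (-1.92). PR1 gained a call in mediterranean mock plants without Sha mediterranean mock replicate 1 (-3.17).

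Depth limits what can be seen in inoculated libraries, of which the smallest had 2816683 exon reads. The planned share of fungal reads and its alternatives, including the one without organelle genes, were not run because the tables hold no fungal gene.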

Other observations

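The 2 clock tests and the test of the direction of genotype differences were chosen only after the result was seen.

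For the contrasts not discussed above, other splits of the same libraries were counted with the model fitted on the libraries of the contrast. For each of the 9 inoculation contrasts and the 6 acclimation contrasts within a genotype in mock plants, 1 of 10 splits, the real one, gave as many genes. With 10 splits this share can never be under 0.1, so the count alone cannot exclude chance, although the real splits called 6144 to 13171 genes for inoculation and 1160 to 9530 for acclimation and the other 9 splits of each contrast none at an adjusted p under 0.05 in edgeR. Chance can be excluded for the mean inoculation contrast (1 of 40 splits), for the continental and mediterranean means in mock plants (1 of 100 each, 10373 and 9238 genes against at most 6525 and 7764) and for Rld2 and Sha against Col-0 in mock plants (1 of 100 each, 3444 and 5893 genes against at most 3287 and 1700). A difference in library size is argued against as the cause of the inoculation counts, because thinning changed none of the 10 counts by more than 1.27 times and moved the higher share by at most 9.01 points.

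Clock genes were among the strongest increases of the acclimation contrasts in mock plants. In continental plants the median log2 change was 4.06 for 7 morning genes and -1.62 for 8 evening genes, a difference of 5.68, against -1.07 to 1.01 for the central 95% of 10000 random lists. It was 5.99 in Col-0, 5.83 in Rld2 and 3.75 in Sha. Of the 8 evening genes 6 were lower in the mean over genotypes, while GI (1.71) and PRR5 (1.42) were higher. In Sha 4 of the 8 were lower, with a median of -0.065, so its difference came from the morning genes. A hypothesis is that temperate and continental libraries were sampled at different phases of the internal day, which these values are consistent with. If the extraction protocol holds, collection at 48 hours in continental and 30 hours in temperate plants could give such a difference. The description of the series, with 24 hours for all, gives no such reason. A lasting effect of cold or of day length (14 hours of light in continental against 13 in temperate plants) on clock genes would be a biological alternative and was not tested. In mediterranean plants the difference was 1.98 (-0.98 to 0.86 for random lists), but only 2 of the 8 evening genes were lower and in Sha the difference was 0.45, within its random range of -1.0 to 0.90. The clock index, which takes medians within a library before the difference, was however higher in mediterranean (-1.22 ± 0.12, SD, n = 3) than in temperate Sha libraries (-2.67 ± 0.36), with no overlap. With evening genes going both ways and these forms of the measure apart, a phase difference cannot be told apart from other effects there. Since many genes follow the day, part of the acclimation counts may reflect sampling time.

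Fewer genes were called for acclimation in mock plants with a lane term. Of the count of the continental mean 12.5% was left, against 27.4% to 29.1% in 3 simulated tables without lane effects. Lane differences may therefore account for part of the fall, and the loss of power that the simulation shows for another part. How large each part is stays open, because the simulation gave too low a share for mediterranean Rld2 and Sha plants. For the mediterranean mean 45.2% was left, against 52% to 53.7%. There the genotypes went different ways, with 0.281% in Col-0 (11.6% to 12.8% simulated), 81.1% in Rld2 (75% to 75.3%) and 68.3% in Sha (47.5% to 50.2%), and lane differences cannot be told apart from acclimation. In groups spread over more than 1 lane, deviations from the group mean correlated more within than between lanes by 0.0222 (58 and 347 pairs of libraries, one-sided permutation p 0.0452), which suggests a small lane effect.

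Genes without reads in all 18 libraries of a genotype, and with at least 1 CPM on average in the other genotypes, numbered 6 in Col-0, 4 in Rld2 and 9 in Sha. These counts are too few to say whether reads of Rld2 and Sha may be placed less well on the reference. Among the genes called between genotypes in mock plants at least 52.4% were higher in Rld2 or Sha, but the scaling centres the changes of all genes (median log2 change 0.00 and 0.05), so this balance decides nothing and poorer placement stays open. Genotype differences in expression stay open as the biological alternative.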
